A study of Mus musculus with 9 samples.

How the data were processed

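Polyadenylated RNA was sequenced from mouse embryonic stem cells of the J1 line whose Suz12 carries an auxin-inducible degron, a tag that leads to destruction of the protein when the plant hormone auxin is added. Suz12 is a core subunit of Polycomb repressive complex 2 (PRC2), which methylates histone H3 at repressed genes. The 9 libraries fall into 3 groups of 3 biological replicates: Mock, Auxin (50 µM for 96 h) and Reintroduction (washout of auxin for 4.5 h), as stated in the labels. The labels describe TRIzol extraction, TruSeq libraries with random primers and actinomycin D, and paired-end sequencing on a NextSeq instrument. The labels name no batch, date or culture beyond the replicate number.

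The deposited values are raw read counts per gene, without normalization. Per the file headers, the counts were made with featureCounts 2.0.6 over exons grouped by gene, in paired-end mode, from an annotation of the mm10 build, with no strand setting. The aligner is not stated in the headers or the labels. The command did not ask for pairs to be counted once, which in this version counts each mate of a pair as a read. In each library, even counts from 2 to 10 were held by more genes than odd counts from 1 to 9, for example 4035 against 2963 genes in Auxin replicate 1. The count totals are therefore totals of mates, and the number of independent fragments behind a count is lower. By the tool's default settings, reads that map to several places or to several genes were left out. Near-identical gene copies can for that reason be undercounted. Strand was not used, so genes that overlap on opposite strands could not be told apart. In all, 9924 genes share exon sequence with another gene, on the same or the other strand, and have uncertain counts. Among genes called below, 28.1% were such genes in Auxin against Mock, 28.2% in Reintroduction against Auxin and 27.6% in Reintroduction against Mock.

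Each of the 9 count tables held 48440 genes. Gene symbols came from a table matched on the unversioned gene identifier, which named 48058 of them. GC content was taken from the longest transcript of each gene in GENCODE M21, which covers the same build (99.2% of genes). Gene positions are those of the count tables (mm10, 1-based). Genes were kept where edgeR's filterByExpr passed them (20838 genes). Counts were scaled with TMM factors, which ranged from 0.905 to 1.08. All 9 libraries entered 1 edgeR quasi-likelihood fit with group as the only term, so that the groups share an estimate of the spread. The common biological coefficient of variation was 9.15%. Log2 fold changes are given with standard errors derived from the F statistic, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p-value under 0.05. Tests were two-sided. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Normalised read counts, as CPM, are given as mean ± SD over 3 libraries.

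The 12 gene sets were tested with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 12 sets in each comparison. The sets were PRC2 subunits, PRC1 subunits, Hox genes, Polycomb developmental targets, naive pluripotency genes, primitive endoderm genes, germline genes, 2-cell-stage genes, immediate early genes, aryl hydrocarbon receptor (AhR) response genes, p53 response genes and cholesterol synthesis genes. The sets, the comparisons, the tests and the rule for the genes named in the text were fixed before the data were examined. By that rule, each comparison names the 4 genes with the largest rise and the 4 with the largest fall among called genes with a mean of at least 1 CPM in the higher group and no overlap between the groups. It also names every PRC2 subunit and the 3 members with the smallest p-value of each set past its threshold. A gene to which the rule applies is not reported here. Where all libraries of a group held 0 counts, the fold is given as a lower bound against a floor of 3 counts. Where a group held 1 to 3 counts, the ratio of counts has an exact (Clopper-Pearson) 95% interval. Such floors and intervals cover counting error only.

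The test was checked on simulated counts for the 20838 genes with the real library sizes and spreads, in which 200 genes were changed 2-fold. It recovered 72.5% of them in Auxin against Mock, 75.5% in Reintroduction against Auxin and 68.5% in Reintroduction against Mock. False calls made up 4.6%, 4.4% and 8.7% of all calls in those comparisons, respectively. In this check all other genes were equal between groups, and no length or GC trend was put in. In the real data 73.2% of genes were called in Auxin against Mock, so these rates need not hold there. Calls that share libraries between comparisons were set beside 20 simulations in which groups did not differ. A length trend put into the simulated Mock libraries gave 5341 calls in Auxin against Mock, and 0 after the trend was removed with the offset used below.

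The alternatives chosen before the data were examined were DESeq2 size factors, total counts without TMM factors, no filter, a filter of at least 1 CPM in at least 3 libraries, the DESeq2 Wald test, a fit of only the 2 groups compared, the replicate number as a block, and removal of per-library trends with gene length or GC content. Others of them were stricter thresholds, fry, camera with an estimated correlation, and leaving out each library in turn. Chosen after the data were seen were counts halved (each pair counted once), counts thinned to the smallest library, and both trends removed together, alone or with the replicate block. Further lists were drawn up for the closing section: ATF4 response genes, cytosolic tRNA synthetases known as ATF4 targets, other cytosolic tRNA synthetases, mitochondrial tRNA synthetases, and Y-linked genes with their X-linked partners. Chromatin occupancy was not analysed here.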

Results

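The transcriptome of Suz12-degron stem cells was measured by RNA sequencing in 3 groups of 3 libraries: untreated cells (Mock), cells kept in auxin (Auxin), and cells from which auxin was then washed out (Reintroduction). The comparisons ask which transcripts change when Suz12 is depleted, and how far they move within the first hours after its return. Protein levels were not analysed here. The total count per library, in which each mate of a read pair counts, was 113931419, 88607855 and 76587236 in Mock replicates 1 to 3. It was 76480171, 72161581 and 63471903 in Auxin replicates 1 to 3, and 78639489, 44341283 and 80904523 in Reintroduction replicates 1 to 3. The 10 most abundant genes took between 4.92% and 5.88% of the counts of a library. Mitochondrial genes took between 3.79% and 4.0% of counts in the Mock and Auxin libraries and between 4.58% and 4.80% in the Reintroduction libraries.

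The tagged gene was examined first. The degron acts on the protein, so the mRNA is no direct measure of depletion. Suz12 (ENSMUSG00000017548.15; mm10 chromosome 11, 79993106 to 80034123) had 133.1 ± 6.62 CPM in Mock, 141.3 ± 16.9 CPM in Auxin and 167.6 ± 4.47 CPM in Reintroduction (mean ± SD, n = 3 each). The raw counts were 12927, 11286 and 9830 in Mock, 12280, 9288 and 10419 in Auxin, and 13238, 7748 and 13386 in Reintroduction. Its log2 fold change in Auxin against Mock was 0.09 (SE 0.080), which did not pass the threshold (edgeR quasi-likelihood, adjusted p = 0.349). The change in Reintroduction against Auxin was 0.25 (SE 0.080, adjusted p = 0.0245), and that in Reintroduction against Mock was 0.33 (SE 0.080, adjusted p = 3.41e-03). These small differences depended on the processing. With per-library trends of gene length and GC content removed together, the change in Auxin against Mock was -0.19 and that in Reintroduction against Mock was -0.03. Without Auxin replicate 2 the change in Auxin against Mock was 0.18 and passed the threshold. Suz12 shares exon sequence with another gene, and the counting used no strand.

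Libraries of the same group resembled each other more than libraries of different groups. The Pearson correlation of log2 CPM across genes lay between 0.989 and 0.995 within groups and between 0.936 and 0.977 between groups. The first principal component held 66.1% of the variance and the second 18.8%. Auxin replicate 2 lay apart from the other Auxin libraries. Across 10313 protein-coding genes with a mean above 2 on the log2 CPM scale, the libraries also differed in how their values followed gene length. Per doubling of exon length at a given GC content, values changed by -0.22, -0.15 and -0.16 log2 units in Mock replicates 1 to 3. They changed by 0.14, 0.03 and 0.14 in Auxin replicates 1 to 3, and by 0.06, 0.08 and 0.08 in Reintroduction replicates 1 to 3. The deciles that follow take no account of GC content. The median log2 fold change in Auxin against Mock was -0.52 in the decile of shortest genes (median 1275 bp) and 0.60 in the decile of longest genes (median 11953 bp). In Reintroduction against Auxin the same deciles had medians of 0.11 and 0.03.

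**Figure D1:**
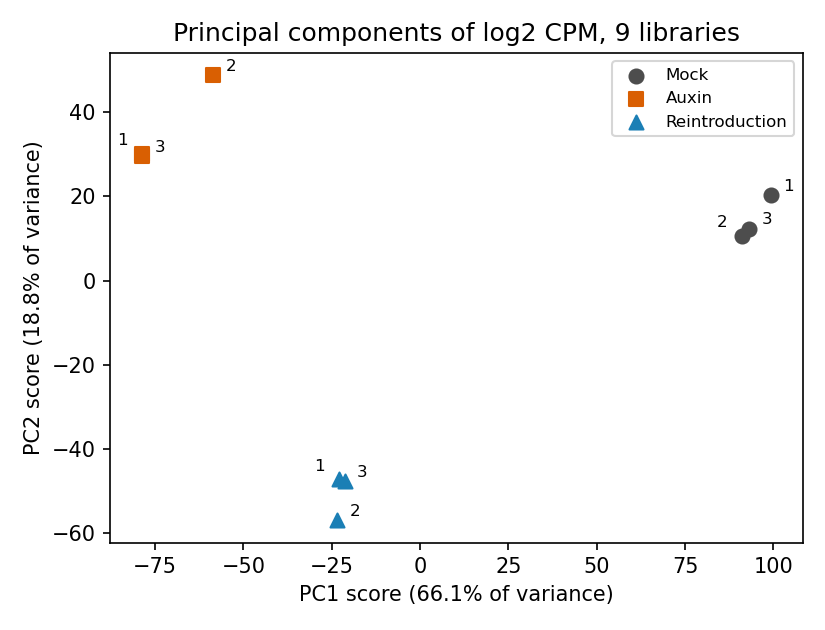
Scores of the 9 libraries on the first principal component (horizontal axis, 66.1% of variance) and the second (vertical axis, 18.8%), computed from log2 CPM of 20838 genes. Symbols mark the groups and digits the replicates; the 3 groups separate, and Auxin replicate 2 lies apart from Auxin replicates 1 and 3.

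**Figure D2:**
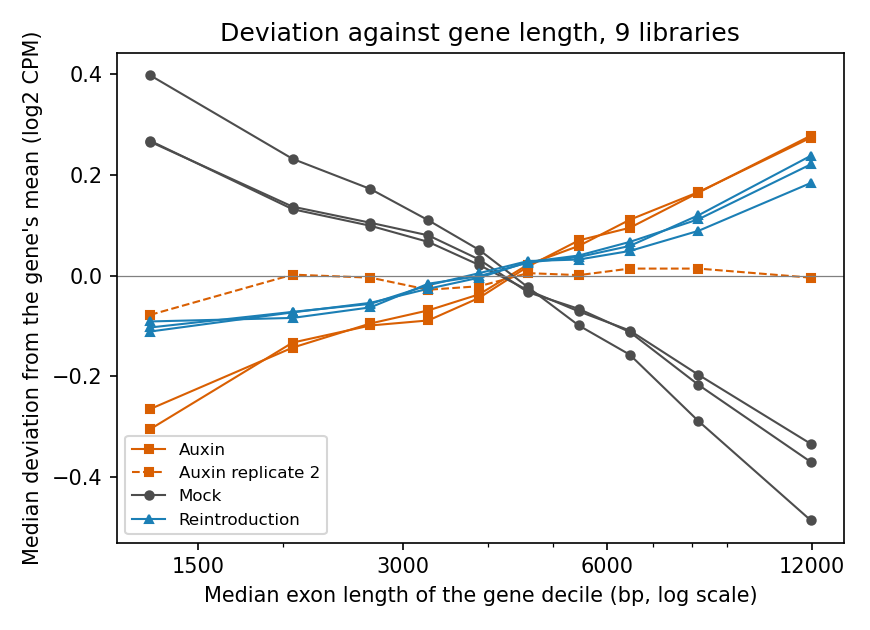
Median deviation of each library from the mean of all 9 libraries (vertical axis, log2 CPM) in 10 bins of gene length (horizontal axis, median exon length in bp, log scale), over 10313 genes. Each line is a library; the Mock lines fall with length, the Reintroduction lines and the lines of Auxin replicates 1 and 3 rise, and Auxin replicate 2 (dashed) is nearly flat.

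In Auxin against Mock, which asks what changes when Suz12 is depleted, 15257 of 20838 genes were called (73.2%), of which 7996 were higher and 7261 lower in Auxin. With a fold change of at least 2 required as well, 6625 genes remained, 4134 higher and 2491 lower. That requirement moved the count more than any other alternative did. Scaling by total counts alone gave 9748 higher and 5662 lower genes (63.3% higher, against 52.4% with TMM), since it moved the median log2 fold change of all genes from 0.05 to 0.26. The directions below are relative to TMM scaling. The median standard error of a log2 fold change was 0.106.

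The 4 largest rises were in Cox6a2, Vldlr, Fbln5 and Inhbe. Vldlr (ENSMUSG00000024924.14; chromosome 19, 27216484 to 27254231) rose from 0.249 ± 0.072 CPM in Mock to 56.3 ± 7.36 CPM in Auxin (n = 3 each), a log2 fold change of 7.83 (SE 0.18, adjusted p = 1.17e-10). Fbln5 rose by 7.09 (SE 0.32) and Inhbe by 7.06 (SE 0.29) on the log2 scale. Cox6a2, which shares exon sequence with another gene, had 503 counts in Auxin and 1 count in Mock, a depth-scaled ratio of 571 (95% interval 102 to 22600). The 4 largest falls were in Teddm3, E530001F21Rik, Krt13 and Muc3. Teddm3 (ENSMUSG00000090356.2; chromosome 16, 21152655 to 21154000) had 2.01 ± 0.13 CPM in Mock and 0 counts in all Auxin libraries, at least 152-fold lower. The processed pseudogene E530001F21Rik also had 0 counts in Auxin and was at least 147-fold lower. Krt13 had 547 counts in Mock and 2 in Auxin, a ratio of 241 (95% interval 66.4 to 1990). Muc3 had 586 counts in Mock and 3 in Auxin, a ratio of 172 (95% interval 58.6 to 837).

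Of the 13 PRC2 subunits, 4 were called higher and 4 lower in Auxin than in Mock. Jarid2 (log2 fold change 0.81, SE 0.055, adjusted p = 1.39e-07), Aebp2 (0.78), Phf1 (0.36) and Ezh1 (0.36) were higher. Epop (log2 fold change -1.04, SE 0.080, adjusted p = 4.03e-07), Eed (-0.77), Rbbp4 (-0.57) and Rbbp7 (-0.46) were lower. Besides Suz12, the changes of Ezh2 (-0.11), Phf19 (-0.18), Mtf2 (0.16) and AU022751 (-0.06) did not pass the threshold, and each of these 4 reversed its direction under at least 1 alternative. Ezh2 was called lower under DESeq2 size factors, under the DESeq2 Wald test and with length and GC trends removed together (-0.48). Mtf2 was called higher without Auxin replicate 2 (0.36) and lower with both trends removed (-0.25). The call of Phf1 was lost without Auxin replicate 1 (log2 fold change 0.36), without Auxin replicate 3 (0.28) or without Mock replicate 2 (0.29). When length and GC trends were removed together, the call of Ezh1 was lost (0.08), and Jarid2 and Aebp2 stayed called with smaller changes of 0.35 and 0.15. Eed, Rbbp4, Rbbp7, Ezh2 and Mtf2 share exon sequence with other genes.

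Of the 12 gene sets, 3 passed the threshold in Auxin against Mock (camera, Benjamini-Hochberg over 12 sets). All 19 cholesterol synthesis genes were called lower in Auxin, with a median log2 fold change of -1.35 (adjusted p = 5.04e-17). Among them Idi1 fell by 2.46 (SE 0.051), from 107.1 ± 1.12 to 19.4 ± 0.75 CPM, and Insig1 fell by 2.24 on the log2 scale. Of 18 germline genes, 14 were called higher and 2 lower, with a median of 1.31 (adjusted p = 6.56e-04). Taf7l rose by 4.89 (SE 0.12), from 0.659 ± 0.13 to 19.4 ± 0.88 CPM, Tdrkh rose by 2.41 and Slc25a31 by 2.20. Tdrkh shares exon sequence with another gene. Of 39 Hox genes listed, 26 were expressed enough to be tested, 22 of them were called higher and 1 lower, and their median was 1.29 (adjusted p = 1.45e-03). Hoxd9 rose by 5.25 (SE 0.22), from 0.048 ± 0.009 to 1.84 ± 0.13 CPM, Hoxb9 rose by 1.51 and Hoxd8 by 4.77. Under an estimated correlation, cholesterol synthesis genes and Hox genes still passed and germline genes did not. Over 15 alternatives each, the adjusted p-value ranged from 3.63e-25 to 0.0433 for cholesterol synthesis genes, from 1.74e-08 to 0.0433 for Hox genes and from 2.42e-06 to 0.251 for germline genes, with the highest value under the estimated correlation. Under fry, which tests for a shared direction of the members without setting them against other genes, all 12 sets passed. The unfiltered fit gave 5 sets, with naive pluripotency genes and p53 response genes added, and removing length and GC trends together also gave 5. Halved counts and thinned counts each gave 4, with naive pluripotency genes added. Naive pluripotency genes were close to the threshold in the main fit (camera, adjusted p = 0.059) and passed in 7 of 15 alternatives.

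The other 9 sets did not pass in Auxin against Mock in the main fit. Their median log2 fold changes were -0.06 for PRC2 subunits, 0.17 for PRC1 subunits, 0.46 for the 55 tested Polycomb developmental targets (25 called higher, 15 lower), 0.19 for naive pluripotency genes and 0.79 for primitive endoderm genes. They were -0.74 for the 3 tested 2-cell-stage genes, 0.12 for immediate early genes, 0.83 for AhR response genes and 0.45 for p53 response genes. Without the filter, the median was -0.004 for Polycomb developmental targets and -2.57 for 2-cell-stage genes. Neither set passed in that fit (camera, adjusted p = 0.223 and 0.188). Adjusted over the list alone, the number of called genes was the same as over all genes tested in each of the 12 sets, for example 8 PRC2 subunits and 40 Polycomb developmental targets.

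**Figure D3:**
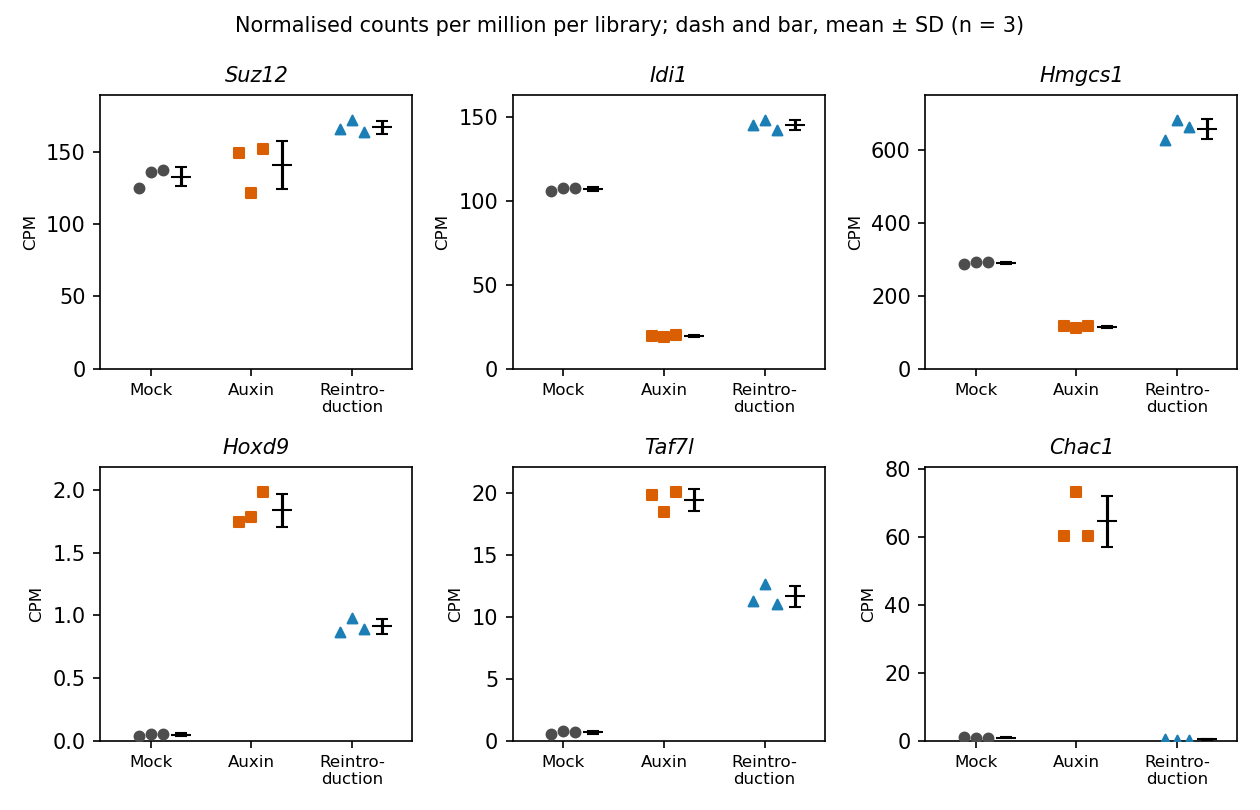
Normalised counts (CPM; vertical axes, from 0) of 6 genes in each of the 9 libraries, by group (horizontal axes); symbols are libraries, dashes and bars are mean ± SD (n = 3). Idi1 and Hmgcs1 fall in Auxin and exceed Mock in Reintroduction, Hoxd9 and Taf7l stay above Mock in Reintroduction, and Chac1 is high only in the Auxin libraries among these 9.

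In Reintroduction against Auxin, which asks what moves in the first 4.5 h after washout, 10613 genes were called (50.9%), 5305 higher and 5308 lower. With a fold change of at least 2 required as well, the count was 2289, 867 higher and 1422 lower. Scaling by total counts alone gave 4279 higher and 6393 lower genes (40.1% higher, against 50.0% with TMM). Among the largest rises were those of Wnt7b, Gbp4 and Hspa1b. Hspa1b (ENSMUSG00000090877.3; chromosome 17, 34956436 to 34959238) rose by 3.27 on the log2 scale (SE 0.073, adjusted p = 3.26e-10), from 2.601 ± 0.139 to 25.1 ± 1.48 CPM. Wnt7b rose by 3.89 (SE 0.37) and Gbp4 by 3.56 (SE 0.24), and both share exon sequence with other genes. The 4 largest falls were in Chac1, Inhbe, Fut1 and Adm2. Chac1 (ENSMUSG00000027313.3; chromosome 2, 119351229 to 119354381) went from 64.7 ± 7.51 CPM in Auxin to 0.322 ± 0.10 CPM in Reintroduction, a log2 fold change of -7.59 (SE 0.18, adjusted p = 3.99e-10). The log2 fold changes of Inhbe, Fut1 and Adm2 were -6.71, -6.37 and -5.63.

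Of the PRC2 subunits, 7 were called in Reintroduction against Auxin. Suz12, Epop (0.55), Rbbp7 (0.26) and Eed (0.22) were higher, and Phf19 (-0.55), Phf1 (-0.37) and Ezh1 (-0.24) were lower. The calls of Suz12, Phf1 and Phf19 were each lost in at least 3 of the 6 fits that left out a library. Rbbp4, Jarid2, Aebp2 and Mtf2 changed by 0.01, 0.01, 0.01 and 0.05 and had no stable direction, and the changes of Ezh2 (-0.13) and AU022751 (-0.37) did not pass. Ezh2 was called lower under 5 alternatives, and Mtf2 was called lower without Auxin replicate 2 (-0.16) and with length and GC trends removed together (-0.15).

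In Reintroduction against Auxin, 4 sets passed. All 19 cholesterol synthesis genes were called higher, with a median log2 fold change of 1.65 (camera, adjusted p = 1.24e-77), and Idi1 rose by 2.90 and Insig1 by 2.62. Of 17 naive pluripotency genes, 12 were called lower and 2 higher, with a median of -0.42 (adjusted p = 4.64e-04). Klf5 fell by 1.35, Sox2 fell by 0.73 and Klf4 fell by 0.69 on the log2 scale. Of 7 tested AhR response genes, 4 were called lower, with a median of -0.68 (adjusted p = 4.27e-03), and Cyp1a1 fell by 3.21, Ahrr fell by 1.33 and Nfe2l2 fell by 0.62. Of 15 p53 response genes, 7 were called lower and 2 higher, with a median of -0.07 (adjusted p = 8.13e-03). Sesn2 fell by 2.49, Cdkn1a fell by 0.93 and Mdm2 fell by 0.57. Under an estimated correlation, only the cholesterol synthesis genes passed of these 4 sets, and under fry 7 sets passed, these 4 among them. The medians of the remaining sets were 0.01 for PRC2 subunits, -0.07 for PRC1 subunits, -0.41 for Hox genes, -0.36 for Polycomb developmental targets, -0.47 for primitive endoderm genes, -0.17 for germline genes and 0.16 for immediate early genes. The median of the 3 tested 2-cell-stage genes was 1.00, or 0.55 with a gene at 0 counts in a group set to its bound.

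In Reintroduction against Mock, which asks what still differs after washout, 14191 genes were called (68.1%), 7225 higher and 6966 lower. With a fold change of at least 2 required as well, the count was 4664, 3116 higher and 1548 lower. Scaling by total counts alone moved the median log2 fold change of all genes from 0.03 to 0.16. The 4 largest rises were in Cox6a2, Tbx5, Fbln5 and AI593442. Cox6a2 had 255 counts in Reintroduction and 1 in Mock, a ratio of 318 (95% interval 56.6 to 12600). Tbx5 (ENSMUSG00000018263.11; chromosome 5, 119832668 to 119885219) had 0.022 ± 0.021 CPM in Mock, 1.57 ± 0.11 CPM in Auxin and 1.27 ± 0.13 CPM in Reintroduction, and rose by 5.91 on the log2 scale (SE 0.40, adjusted p = 3.01e-07). Fbln5 rose by 5.55 and AI593442 by 5.20. The 4 largest falls were in Muc3, Plk5, Slc25a34 and 1700029P11Rik. Muc3 had 586 counts in Mock and 3 in Reintroduction, a ratio of 157 (95% interval 53.3 to 761), and the log2 fold changes of the other 3 were -4.76, -4.30 and -4.24.

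Of the PRC2 subunits, 10 were called in Reintroduction against Mock. Jarid2 (0.82), Aebp2 (0.79), Suz12 and Ezh1 (0.12) were higher, and Phf19 (-0.73), Rbbp4 (-0.56), Eed (-0.54), Epop (-0.49), Ezh2 (-0.24) and Rbbp7 (-0.20) were lower. The call of Ezh1 was lost in all 6 fits that left out a library and that of Rbbp7 in 5 of them. Under total counts the calls of Ezh2 (-0.11) and Rbbp7 (-0.066) were lost, and under DESeq2 size factors that of Ezh1 (0.10). The call of Aebp2 was lost when length and GC trends were removed together (0.04). Mtf2 (0.21), Phf1 (-0.01) and AU022751 (-0.43) did not pass. Mtf2 was called higher in the fit of the 2 groups (0.20) and lower with length and GC trends removed together (-0.40).

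In Reintroduction against Mock, 3 sets passed: germline genes (median 1.31, adjusted p = 3.18e-05, 14 called higher and 2 lower), Hox genes (median 1.07, adjusted p = 6.54e-04, 18 called higher and 1 lower) and cholesterol synthesis genes (median 0.54, adjusted p = 6.54e-04, 13 called higher and 3 lower; camera). Among the germline genes Taf7l rose by 4.15, Slc25a31 by 1.99 and Stag3 by 1.18. Among the Hox genes Hoxd9 rose by 4.23, Hoxb9 by 1.59 and Hoxc11 by 1.46. Among the cholesterol synthesis genes Hmgcs1 rose by 1.18 and Stard4 by 1.13. Under an estimated correlation 0 sets passed, with 2 at an unadjusted p-value under 0.05, and under fry 9 sets passed, these 3 among them. Removing length and GC trends together gave 4 sets, with immediate early genes added (median 0.60). The medians of the other sets were -0.20 for PRC2 subunits, 0.20 for PRC1 subunits, 0.21 for Polycomb developmental targets, -0.05 for naive pluripotency genes, 0.06 for primitive endoderm genes, -0.50 for 2-cell-stage genes, 0.47 for immediate early genes, 0.26 for AhR response genes and -0.01 for p53 response genes. Adjusted over the list alone, 6 AhR response genes were called in place of 5, and the counts of the other 11 sets were the same.

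To measure how far the genes moved back, the 15257 genes called in Auxin against Mock were followed into Reintroduction. Of these, 7556 (49.5%) were called in the opposite direction in Reintroduction against Auxin, 3937 downward and 3619 upward, and 1184 (7.76%) were called further in the same direction. Called in the same direction against Mock as before were 11200 genes (73.4%), while 743 (4.87%) were called on the other side of Mock. The median share of the log2 change that remained in Reintroduction was 0.679, and it was 0.677, 0.679 and 0.670 when each Reintroduction library was taken alone (SD 0.0049). It moved to 0.630 with length and GC trends removed together. In 20 simulations in which Reintroduction equalled Auxin, the median number called in the opposite direction was 0 (at most 2), with a median of 1007 genes at an unadjusted p-value under 0.05, and the remaining share was 0.991. Across genes, which are not independent replicates, the log2 fold changes of Auxin against Mock and Reintroduction against Mock had a Pearson correlation of 0.813. The shared Mock libraries alone gave 0.469 in simulations with no change in any group, and Reintroduction equal to Auxin gave 0.981. The correlation between Auxin against Mock and Reintroduction against Auxin was -0.60, against -0.09 in simulations with Reintroduction equal to Auxin.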

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

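Halved counts, counts thinned to the smallest library and the joint removal of length and GC trends, alone or with the replicate block, were chosen after the data were seen, and the other alternatives before. Of all alternatives, only the requirement of a 2-fold change moved a count of called genes by more than 1.5 times, by its own construction, with 6625, 2289 and 4664 genes in Auxin against Mock, Reintroduction against Auxin and Reintroduction against Mock. Across the fits that each left out 1 library, the count was 14248 to 16045 in Auxin against Mock, 9142 to 11585 in Reintroduction against Auxin and 13008 to 13349 in Reintroduction against Mock. Fewer samples lower the power, yet without Auxin replicate 2 the counts of the 2 comparisons with Auxin rose above those of all 9 libraries, to the upper ends given. Scaling by total counts alone moved the median of all genes from 0.003 to -0.077 in Reintroduction against Auxin and the share of higher calls in Auxin against Mock to 63.3% (59.9% in Reintroduction against Mock, from 50.9%).

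The number of sets past the threshold in Auxin against Mock was 5 without a filter, 5 with length and GC trends removed together, 5 with the replicate block added to that, and 12 under fry, which asks a different question. It was 4 with halved counts and 4 with thinned counts, each with naive pluripotency genes added. For Reintroduction against Auxin it was 7 under fry and 1 under an estimated correlation. For Reintroduction against Mock it was 9 under fry and 0 under an estimated correlation, with 2 sets at an unadjusted p-value under 0.05. It was 4 with both trends removed, and 4 with the block added, with immediate early genes past the threshold (medians 0.60 and 0.60). Leaving out 1 library gave 3 to 4 sets, 4 to 4 sets and 3 to 3 sets in the 3 comparisons.

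The log2 fold change of Suz12 depended on the processing in every comparison, and the cause was not tested. In Auxin against Mock it was 0.30 under total counts, past the threshold, and reversed, at -0.188 and past the threshold, with length and GC trends removed together (-0.188 also with the block). It was 0.030 to 0.18 when 1 library was left out, and past the threshold without Auxin replicate 2. The change in Reintroduction against Auxin no longer passed under total counts (0.17), the filter of at least 1 CPM (0.19) or the fit of the 2 groups (0.21), nor without any 1 of the Reintroduction libraries, and leaving out a library gave 0.15 to 0.30. That in Reintroduction against Mock was -0.030 with both trends removed (-0.030 with the block), and 0.29 to 0.36 when 1 library was left out.

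The number of genes called back was 6579 to 8625, and that of genes called further 872 to 1393, across the 9 fits that each left out 1 library. The median remaining share was 0.661 to 0.689 in those fits, 0.630 with both trends removed and 0.628 with the block added. The correlation between Auxin against Mock and Reintroduction against Mock was 0.793 to 0.824.

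Outside PRC2, none of the 53 results for named genes changed its direction or its side of the threshold under any alternative run. Among PRC2 subunits besides Suz12, several values reversed, and the cause was not tested. Of these, only that of Ezh1 in Reintroduction against Mock had passed the threshold. Under total counts these were Ezh2 (0.10), Phf19 (0.030) and AU022751 (0.15) in Auxin against Mock, Rbbp4 (-0.071), Jarid2 (-0.073), Aebp2 (-0.070) and Mtf2 (-0.037) in Reintroduction against Auxin, and Phf1 (0.12) in Reintroduction against Mock. Under the filter of at least 1 CPM they were Rbbp4 (-0.038), Jarid2 (-0.042), Aebp2 (-0.041) and Mtf2 (-0.0098) in Reintroduction against Auxin and Phf1 (0.013) in Reintroduction against Mock. In the fit of the 2 groups they were Rbbp4 (-0.021), Jarid2 (-0.024) and Aebp2 (-0.022) in Reintroduction against Auxin. Thinned counts gave -0.012 for Rbbp4, -0.0074 for Jarid2 and -0.0074 for Aebp2 in Reintroduction against Auxin and 0.028 for Phf1 in Reintroduction against Mock. With length and GC trends removed together, without and with the block, Mtf2 was at -0.249 and -0.252 and AU022751 at 0.224 and 0.210 in Auxin against Mock. With the same removal, Aebp2 was at -0.108 and -0.108 and Mtf2 at -0.154 and -0.150 in Reintroduction against Auxin. For Reintroduction against Mock, Ezh1 was at -0.0683 and -0.0683, Mtf2 at -0.403 and -0.403, and Phf1 at 0.299 and 0.285. The reversed values of Mtf2 passed the threshold in all 3 comparisons, without and with the block, that of Aebp2 passed it without the block and that of Phf1 with it. Ezh2 passed it as lower in Auxin against Mock (-0.477, and -0.477 with the block).

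When 1 library was left out, values ranged from -0.0022 to 0.36 for Mtf2 and from -0.18 to 0.20 for AU022751 in Auxin against Mock. They ranged, for Reintroduction against Auxin, from -0.052 to 0.10 for Rbbp4, from -0.042 to 0.041 for Jarid2, from -0.10 to 0.079 for Aebp2 and from -0.16 to 0.21 for Mtf2, and in Reintroduction against Mock from -0.14 to 0.089 for Phf1. The other changed values of named genes were 34 weaker and 11 stronger.

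The direction of the set test reversed for sets far from the threshold. For Reintroduction against Auxin these were immediate early genes under thinned counts (median 0.12; 0.010 to 0.24 when 1 library was left out) and Polycomb developmental targets with both trends removed (median -0.357, and -0.259 with the block). The other was naive pluripotency genes in Reintroduction against Mock, with halved counts (median -0.073), both trends removed (-0.032, and -0.032 with the block), fry (-0.054) or Mock replicate 1 left out (-0.11 to -0.036 over the libraries left out). In each case the sign of the median stayed, and the cause was not tested. The other changed values of sets were 7 weaker and 29 stronger.

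Replicate numbers did not pair the libraries: the deviations of same-numbered libraries of different groups from their group means had correlations of -0.172 to 0.055 across genes, against -0.177 to 0.239 for different numbers. The replicate block gave 14808, 9829 and 13639 called genes and 3, 4 and 3 sets in the 3 comparisons. Suz12 kept its calls, and the call of Ezh1 in Reintroduction against Mock was lost (0.12). With the length trend removed as well it gave 14931, 10456 and 13432 genes.

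Because each mate was counted, the counts overstate the number of fragments. Halved counts gave 15269, 10585 and 14119 called genes. Genes with a few counts, such as Cox6a2 in Mock, have fold changes that the depth bounds only loosely.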

Other observations

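The tests of trends, depth and mates, of a return to Mock levels, of matched lists, of AhR targets, of Auxin replicate 2 and of Y-linked genes were chosen after the results were seen. The counts over other splits of the samples and the comparison of tRNA synthetases were set down before their results were seen.

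The number of called genes was weighed against technical causes. In Auxin against Mock, 1 of the 10 splits of the 6 samples, the real one, gave as many genes. The other 9 splits gave 0 calls, with 70 to 1199 genes at an unadjusted p-value under 0.05. For Reintroduction against Auxin it was also 1 of 10 splits, and the other 9 gave 0 calls, with 152 to 848 genes at an unadjusted p-value under 0.05. For Reintroduction against Mock it was 1 of 10 splits, and the other 9 gave 0 calls, with 89 to 233 such genes. A share under 0.1 cannot be had with 3 samples against 3. Each of the other splits put libraries of both groups on each side. Any difference between the groups then entered the spread and made calls unlikely. The 0 calls of those splits therefore say little about the cause of the real calls. Removing the length trend left 13126 of 15257, 10223 of 10613 and 11762 of 14191 genes called in the same direction in the 3 comparisons. With length and GC trends removed together, 13380, 9833 and 11584 of these genes were still called. Of them 13040, 9832 and 11140 kept their direction, and the rest were called in the opposite direction. Removing the GC trend left 14460, 9960 and 12402, thinning to the smallest library left 14447, 9816 and 13291, and halving the counts left 15165, 10470 and 14025. These values argue against the length trend, the GC trend and the difference in depth as the whole cause of the calls. Halving scales all genes alike, and the spread is estimated from the replicates. It could therefore hardly remove calls and does not decide on the counting of both mates. A difference between groups in culture, handling or library preparation would follow the groups and cannot be told apart from the treatment, since the labels give no batch.

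A trend with gene length separated Mock from the other groups. With GC content in the same fit, the mean slope per doubling of length was -0.178 in Mock, 0.105 in Auxin and 0.073 in Reintroduction. The largest difference between 2 libraries of 1 group was 0.109, in Auxin, against 0.283 between the means of Auxin and Mock. Library preparation or RNA quality could give such a trend, and so could a real difference between long and short transcripts. Each group was its own set of libraries, so these cannot be told apart. A trend with GC content separated Mock from Reintroduction as well. Per 10 points of GC at a given length, values changed by 0.186, 0.1 and 0.1 log2 units in Mock replicates 1 to 3. The changes were -0.144, -0.161 and -0.103 in Reintroduction replicates 1 to 3, and -0.042, 0.153 and -0.09 in Auxin replicates 1 to 3. Differences from Mock that were lost with length and GC trends removed together, such as those of Suz12 and Aebp2 in Reintroduction, are open to these trends. The joint removal does not tell length from GC.

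Auxin replicate 2 lay apart from Auxin replicates 1 and 3. Its deviation from them had a correlation of -0.45 with gene length and 0.53 with GC content across genes, each taken alone. The SD of log2 differences was 0.274 between Auxin replicates 1 and 2 and 0.329 between replicates 2 and 3, against 0.112 between replicates 1 and 3. With both trends removed it was 0.196 and 0.240, while the other 7 pairs of libraries of a group lay between 0.095 and 0.128. The trends may account for part of the distance, and the values argue against them as the whole of it. Its deviation had a correlation of -0.31 with the log2 fold change of Auxin against Mock. No biological explanation was tested, as the labels give none within a group. Because the main fit shares 1 estimate of the spread, this library's distance also entered the test of Reintroduction against Mock. A fit of only the 2 groups compared gave 14976 genes there, against 14191 in the main fit. It gave 14762 against 15257 in Auxin against Mock, and 9971 against 10613 in Reintroduction against Auxin.

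Genes of the integrated stress response stood out among the falls after washout. A list of 25 ATF4 response genes was drawn up after the leading genes had been seen, so its own change is not evidence. All 25 were called higher in Auxin than in Mock (median log2 fold change 3.45) and lower in Reintroduction than in Auxin (median -2.56). Trib3 had 13.1 ± 1.33, 200.7 ± 13 and 8.27 ± 0.19 CPM in Mock, Auxin and Reintroduction (n = 3 each), and Ddit3 had 6.41 ± 0.29, 69.9 ± 6.15 and 5.07 ± 0.49 CPM. A separate list tested whether this was a broad ATF4 response. The 11 tested tRNA synthetases known as ATF4 targets fell after washout by a mean of 1.13 more than the other 8 cytosolic synthetases. The difference was -1.13 on the log2 scale (-1.06 against 0.08, lower in 11 of 11). A two-sided exact permutation test across genes gave p = 2.65e-05 (adjusted p = 2.65e-05 over 2 contrasts). In Auxin against Mock the difference was 1.47 (exact permutation p = 2.65e-05), with means of 0.76 and -0.71, so that the fall of the other synthetases made up much of it. The 15 mitochondrial synthetases had a median of -0.04 after washout. Genes are not independent replicates. The values are consistent with an ATF4 response that was active in Auxin and had ceased after washout. Of the 25 genes, 10 were called below Mock in Reintroduction and 10 were called still above it. Since the list was drawn up from the leading genes, this does not decide whether each gene returned plainly to its Mock level. The list of ATF4-dependent synthetases was not drawn up from them. Of the 10 called higher than Mock in Auxin, 6 were called below Mock in Reintroduction and 0 were called still above it, which argues against a plain return to Mock levels for these synthetases. The other cytosolic synthetases were also below Mock in Reintroduction (median -0.69, 7 of 8 called lower). So were the 15 mitochondrial ones (median -0.32, 10 called lower and 3 higher). Both lists were already below Mock in Auxin (medians -0.73 and -0.31), so a level below Mock was not particular to ATF4-dependent synthetases. Depletion of Suz12, auxin itself, and the state of the medium before and after its replacement may each be the source of the ATF4 pattern. The design, with no mock washout and no auxin on untagged cells, leaves them open.

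Cholesterol synthesis genes moved past Mock. Of 19 genes called lower in Auxin, 13 were called above Mock in Reintroduction, and 14 with length and GC trends removed together. This argues against a plain return to Mock levels as Suz12 comes back. The median remaining share of the 12 genes that had changed at least 2-fold was -0.174, below all 10000 lists matched on expression and direction (middle 95%, 0.469 to 0.780). A candidate explanation is the replacement of the medium at washout, which may change the supply of serum lipids. The median rise of 1.65 in 4.5 h cannot be told apart from an effect of Suz12, because no library comes from a mock washout.

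Hox and germline genes stayed above Mock, which raised the hypothesis that they keep more of their change than other genes. The median remaining share was 0.883 for the 13 germline genes changed at least 2-fold, at percentile 94.4 of 10000 matched lists (middle 95%, 0.462 to 0.926). It was 0.705 for 16 Hox genes, at percentile 59.2 (0.474 to 0.884). Both lay inside the range of matched genes, so the values are in line with the ordinary remaining share of genes of such expression and direction. The share of 29 Polycomb developmental targets was 0.542, at percentile 3.7.

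Auxin is an indole compound, and such compounds may act on the aryl hydrocarbon receptor. Of its targets Cyp1a1, Cyp1b1, Ahrr, Tiparp and Nqo1, 4 were tested, and 2 of them, Cyp1a1 and Ahrr, were called higher in Auxin and lower after washout. Cyp1a1 had 0.463 ± 0.028, 5.61 ± 0.25 and 0.611 ± 0.053 CPM in Mock, Auxin and Reintroduction (n = 3 each). Tiparp was higher in Auxin by 0.83 on the log2 scale and did not change after washout (-0.09), and Nqo1 did not pass in either comparison (-0.11 and -0.01). Of the 4, none was called in the opposite direction, and 2 did not follow the treatment in full. An effect of auxin on the receptor cannot be told apart from an effect of Suz12 depletion, since no untagged cells received auxin.

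Single-copy genes of the Y chromosome gave almost no reads. The summed count of 4 such genes was at most 4 in any library, while their X-linked partners had 52033 to 129597 counts. The remaining chromosome Y genes of the annotation had 10598 to 47137 counts, so the chromosome was part of the reference. Of these counts 99.6% lay on 4 genes, the pseudogenes Gapdh-ps15 (68.3%), Gm8525 and Gm20775 and the protein-coding Gm47283. Whether reads from related genes on other chromosomes were placed there was not tested, so these counts neither show nor exclude the chromosome. The near absence of the 4 single-copy genes is consistent with a loss of the Y chromosome from the culture, and a line without it from the start cannot be told apart from that. Chromosome Y genes took 0.039% to 0.0414% of counts in Mock and 0.0224% to 0.0254% in the other groups, and the cause of this difference was not tested.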
